# Sex hormones have pervasive effects on thymic epithelial cells

**DOI:** 10.1038/srep12895

**Published:** 2015-08-07

**Authors:** Maude Dumont-Lagacé, Charles St-Pierre, Claude Perreault

## Abstract

The goal of our study was to evaluate at the systems-level, the effect of sex hormones on thymic epithelial cells (TECs). To this end, we sequenced the transcriptome of cortical and medullary TECs (cTECs and mTECs) from three groups of 6 month-old mice: males, females and males castrated at four weeks of age. In parallel, we analyzed variations in the size of TEC subsets in those three groups between 1 and 12 months of age. We report that sex hormones have pervasive effects on the transcriptome of TECs. These effects were exquisitely TEC-subset specific. Sexual dimorphism was particularly conspicuous in cTECs. Male cTECs displayed low proliferation rates that correlated with low expression of *Foxn1* and its main targets. Furthermore, male cTECs expressed relatively low levels of genes instrumental in thymocyte expansion (e.g., *Dll4*) and positive selection (*Psmb11* and *Ctsl*). Nevertheless, cTECs were more abundant in males than females. Accumulation of cTECs in males correlated with differential expression of genes regulating cell survival in cTECs and cell differentiation in mTECs. The sexual dimorphism of TECs highlighted here may be mechanistically linked to the well-recognized sex differences in susceptibility to infections and autoimmune diseases.

The immune system of vertebrates shows a major sexual dimorphism. Thus, relative to males, females usually display stronger immune response to vaccination and infection but suffer a higher propensity to many autoimmune diseases^1^,^2^,^3^,^4^. Though we have limited insight into the mechanistic bases for these differences^4^, evidence suggests that they result from both direct and indirect effects of sex steroids on innate and adaptive immune responses. Thus, sex hormones can affect immune cells directly or via modulation of the gut microbiome which in turn influences the immune response^5^,^6^,^7^,^8^,^9^. Sex-based differences in thymus biology have been observed in many studies. Thymic involution, which affects all vertebrates^10^,^11^, accelerates at puberty and progresses at different rates in males and females^12^,^13^,^14^. Also, administration and ablation of androgens respectively accelerates and reverses, albeit transiently, thymic involution^15^,^16^,^17^,^18^,^19^. Nevertheless, it remains unclear to what degree sex steroids’ impact on thymic cellularity may reflect the influence of hormones on thymic epithelial cells (TECs)^3^ vs. other cell types (thymocytes, mesenchymal cells).

Recent studies have shown that sex steroids do affect TECs. In adult mice, cortical and medullary TECs (cTECs and mTECs) have slower proliferation rates in males than females^20^. Furthermore, following acute ablation in a transgenic mouse model, cTECs were found to regenerate in females and castrated (Cx) males, but not in males or androgen-treated females^21^. Finally, it was recently shown that, in TECs, androgens repress transcription of the Notch ligand *Dll4*^22^ which is essential for specification, commitment, and development of thymocytes^23^. Nevertheless, studies in other cell types (e.g., liver, adipose tissue, muscle, and brain) have shown that the effects of sex hormones are pleiotropic and exquisitely cell-type dependent^24^,^25^. Hence, the impact of sex hormones on TECs cannot be inferred from data obtained in other cell types. The main goal of our study was therefore to evaluate at the systems-level, the effect of sex hormones on TEC subsets. To this end, we sequenced the transcriptome of cTECs and mTECs from three groups of 6 month-old mice: males, females and males castrated at four weeks of age. In parallel, we analyzed variations in the size of TEC subsets in those three groups between 1 and 12 months of age. We report that sex hormones have pervasive effects on TEC biology. In particular, adult males accumulate more cTECs than females, but male cTECs display low proliferation rates and show evidence of functional impairment. Furthermore, relative to castrated males, mTECs from males and females showed decreased expression of promiscuously expressed genes.

## Results

### Dynamics of TEC populations as a function of age

We expected that, in addition to divergent effects, sex hormones would have some redundant effects on TECs. Therefore, to get a global picture of these effects, we analyzed not only male and female mice but also Cx male mice. The onset of male puberty in inbred laboratory mice usually occurs between 34 and 38 days after birth^26^. Hence, in order to prevent any exposure to high levels of androgens, castration of male mice was performed before full sexual maturity, at one month of age (see Supplementary Figure S1a for experimental design). Also, knowing that castration induces a transient thymic hypertrophy^16^, Cx males were not studied in the early weeks following surgery; they were analyzed before surgery (1 month-old) and at 3–12 months of age.

Total thymic cellularity, which essentially reflects thymocyte numbers, was similar in the three experimental groups over time (Fig. 1a, left). Only a minimal and transient hypercellularity was observed at three months in Cx males, probably reflective of the ephemeral thymic rebound induced by castration^16^. In adult mice, about 80% of TECs are mTECs and 20% cTECs 20,27. Notably, at 6 and 12 months, males possessed higher numbers of TECs than females and Cx males (Fig. 1a, middle left). This discrepancy was due solely to the greater abundance of cTECs in males, from 3 to 12 months of age (Fig. 1a middle right and 1b). In contrast, the loss of mTECs with age was similar in the three experimental groups (Fig. 1a, right). In order to understand the dramatic differences in cTEC numbers in males relative to other groups, we first analyzed TEC proliferation using two models. In the first model, the percentage of cycling cells was assessed using Ki-67 staining. As previously observed in adult mice^20^, mTECs proliferated more actively than cTECs in all groups (p < 0.05, Fig. 1c). Interestingly, males displayed a significantly lower percentage of Ki-67^+^ cTECs than females and Cx males (Fig. 1c). The mTEC compartment showed a similar tendency which, however, did not reach significance. In the second model, we use the H2B-GFP:rtTA transgenic mouse model in which the extent of cell proliferation can be inferred from H2B-GFP fluorescence intensity (see Supplementary Figure S1b)^20^,^28^. After administration of doxycycline during 6 weeks, TEC populations were analyzed during a chase period of 16 weeks (Fig. 1d). Nonlinear regression analysis of H2B-GFP dilution revealed that cTECs and mTECs in adult mice proliferated less actively in males than in females and Cx males (Fig. 1b,d). The half-life of GFP^+^ TECs was similar in females and Cx males (Fig. 1b). Therefore both methods yielded congruent results showing that cTECs proliferate less actively in males than in females and Cx males. Hence, the greater abundance of cTECs in males cannot be ascribed to a higher proliferation rate. Also, since the level of androgens is the sole feature that differentiates males from both Cx males and females (Supplementary Figure S1a), these results suggest that androgens have an anti-proliferative effect on TECs, and particularly on cTECs.

Next, we evaluated the correlation between TEC proliferation and cellularity after 16 weeks of chase. Surprisingly, there was a modest positive correlation (R = 0.3590) between the percentage of GFP^+^ cTECs and the number of cTECs (Fig. 1e, upper left). This means that thymi in which cTECs proliferate more actively (and therefore have a low percentage of GFP + cells) actually have less cTECs. As a corollary, there must be a greater loss of cTECs in females and Cx males than in males. Two non-mutually exclusive mechanisms may be responsible for cTEC loss: cTEC apoptosis vs. differentiation of cTEC-phenotype cells into mTEC-phenotype cells. The latter possibility must not be discarded since the cTEC compartment (EpCAM^+^Ly51^+^UEA1^–^) contains bipotent TEC progenitors that can ultimately adopt a cTEC or an mTEC fate^29^,^30^. Besides, proliferation of cTECs was highly correlated with mTEC proliferation (R = 0.9157) (Fig. 1e, upper right). Furthermore, global TEC proliferation showed a significant correlation (R = 0.5518) with overall thymic cellularity (i.e., thymocyte numbers; Fig. 1e, lower left) but not with TEC numbers (Fig. 1e, lower right). The facts that cTEC proliferation was positively correlated with mTEC proliferation and thymocyte numbers suggests that cell proliferation in these three cell compartments may be co-regulated.

### The impact of sex on the transcriptome of TEC subsets–An overview

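The RNA-seq data cover 6 populations, cTECs and mTECs sorted from females, males and castrated (Cx) males at 6 months of age, the Cx males having been castrated at 4 weeks of age. Each population had 3 biological replicates except Cx male mTECs, which had 2, and each replicate was a pool of cells sorted from several mice. The authors aligned the reads to the mm10 build of the mouse genome with ELANDv2 and deposited 2 values for each gene and sample, the RPKM (reads on the exons of a gene relative to their length and to the number of mapped reads) and the summed coverage of the gene in aligned bases. The meaning of the coverage was inferred from its values, since the files have no header. Within a gene, RPKM was proportional to coverage across samples, with a largest deviation of 0.000512%. Read counts were not in the files analysed here, so the tests used RPKM. The coverage summed to between 4.447 and 6.279 Gb per sample. With an assumed 100 bases per read, that is 44.5 to 62.8 M reads. The median was 5.474 Gb in female, 4.483 in male and 5.708 in Cx male cTECs, and 5.034 in female, 5.664 in male and 5.525 in Cx male mTECs. The number of genes above 0 RPKM did not follow the depth in cTECs. It was 18060 to 18260 in females, 17246 to 17661 in males, and 14075, 16001 and 16499 in the Cx male replicates. In mTECs it was 19826 to 20348. Replicates of the Cx male cTECs also differed more from each other, with an SD of the log2 difference between 2 replicates of 0.686 to 1.057 across genes, against 0.352 to 0.475 in the other cTECs and 0.254 to 0.367 in mTECs. Neither the labels nor the paper gives a sequencing date or batch. Genes above 1 RPKM in at least 1 sample of a cell type were tested with limma on log2(RPKM + 0.1), with the 3 groups of a cell type in 1 fit. DEGs had a Benjamini-Hochberg adjusted p below 0.1 and a fold change of at least 1.5, the thresholds that the authors set for their DESeq test. The pseudocount of 0.1 RPKM lowers the fold changes of genes with little expression.

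**Figure D1:**
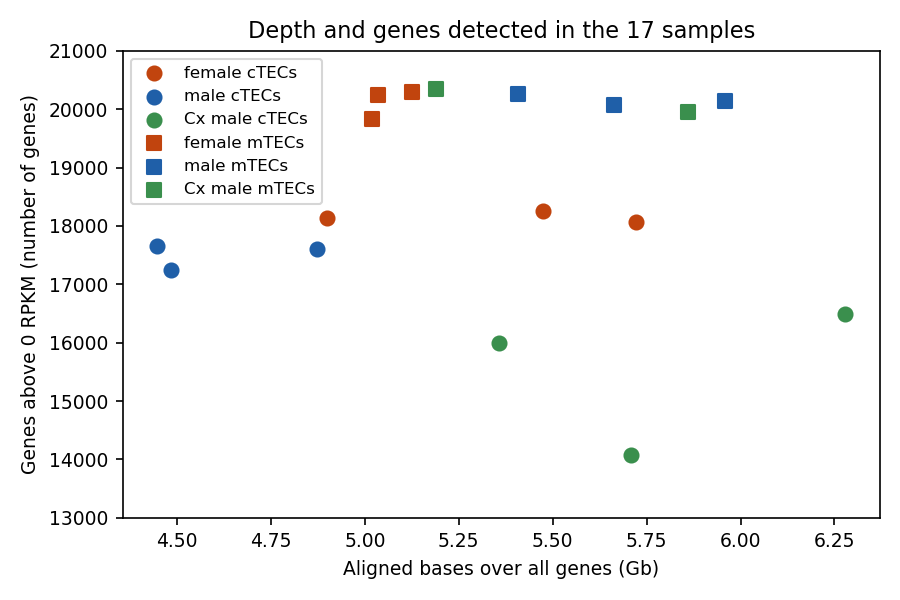
Aligned bases summed over all genes (horizontal axis, Gb) and number of genes above 0 RPKM (vertical axis) in each of the 17 samples, coloured by group, with circles for cTECs and squares for mTECs; the vertical axis does not start at 0. The 3 Cx male cTEC samples, with 14075 to 16499 genes, lie below all other samples.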

In order to assess the extent and molecular bases of sexual dimorphism in adult TECs, we performed RNA sequencing on cTECs and mTECs from 6 month-old mice from our three experimental groups (see gating strategy in Supplementary Figure S1c). DEGs were identified with the DESeq package^31^ using the following criteria: adjusted p value < 0.1, fold change ≥1.5 and minimal mean expression of 1 RPKM. A total of 1,440 and 1,783 DEGs were found in the three experimental groups in cTECs and mTECs, respectively (Fig. 2a). 

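Of 13378 genes tested in cTECs, 1813 were DEGs in at least 1 of the 3 comparisons, and of 14653 genes tested in mTECs, 2267 were. In cTECs, 930 genes differed between males and females (198 higher and 732 lower in males), 1518 between males and Cx males (490 higher and 1028 lower in males) and 188 between females and Cx males (141 higher and 47 lower in females). In mTECs, 530 genes differed between males and females (84 higher and 446 lower in males), 2079 between males and Cx males (257 higher and 1822 lower in males) and 663 between females and Cx males (128 higher and 535 lower in females). The replicates of the compared groups did not overlap for 98.6%, 96.3% and 100% of these DEGs in cTECs and for 96.6%, 99.2% and 99.7% in mTECs. The median standard error of a log2 fold change was 0.145 in cTECs in each comparison and between 0.089 and 0.1 in mTECs.
Xist, on chromosome X of mm10 from 103460373 to 103481274, had the largest change between the sexes in cTECs, with 105.31 ± 11.25 RPKM in females and 0.26 ± 0.02 RPKM in males (SD, n = 3). Eif2s3y and Ddx3y, both on chromosome Y, came next, with 36.85 ± 2.29 and 24.26 ± 1.27 RPKM in male cTECs and 0.08 ± 0.05 and 0.05 ± 0.05 RPKM in female cTECs (SD, n = 3). The same 3 genes led the comparison of females with Cx males and both comparisons of females in mTECs. Between male and Cx male cTECs, the largest changes were in Rpph1 and Rmrp, short RNA genes with 11.08 ± 9.38 and 7.13 ± 6.56 RPKM in males and 0 RPKM in every Cx male sample, and in Pth, with 0.48 ± 0.20 RPKM in males and 19.58 ± 18.33 RPKM in Cx males (SD, n = 3). Between male and Cx male mTECs they were in Hist2h2ab, the microRNA gene Mir191 and Prss23, which had 0.49 ± 0.08 RPKM in males (SD, n = 3) and 3.91 ± 0.98 RPKM in Cx males (SD, n = 2). Hist2h2ab had 3.53 ± 4.79 RPKM in Cx males (SD, n = 2), so its change rests mainly on 1 sample. Dropping the minimum fold change moved the totals most, to 4234 DEGs in cTECs and 6383 in mTECs. With a block for the replicate number of the labels, the totals were 1706 and 2407. The deviations from the group means of replicates with the same number had mean correlations, across genes, of 0.039 in cTECs and -0.022 in mTECs. For different numbers they were -0.019 and 0.011. Since deviations cancel within a group, the values for different numbers largely follow from those for the same numbers.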

As observed in other tissues, sex-related differences in gene expression were generally modest, being <3-fold in most cases (Fig. 2c). 

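Of the 2636 DEG calls in the 3 comparisons of cTECs, 76.3% were under 3-fold, and of the 3272 calls in mTECs, 95.4% were. By comparison, the percentage of DEGs under 3-fold in cTECs was 81.1% for males and females, 73.1% for males and Cx males, and 79.3% for females and Cx males. In mTECs it was 96.6%, 95.57% and 93.97%. The median fold change of DEGs between males and females was 1.98 in cTECs and 1.71 in mTECs, and between males and Cx males it was 2.09 and 1.82. Changes of 5-fold or more made up 5.9% of the DEGs between male and female cTECs and 9.0% of those between male and Cx male cTECs, against 1.3% and 0.3% in mTECs. Since the pseudocount pulls the fold changes of genes near 1 RPKM toward 1, these percentages depend on it. A pseudocount of 1 RPKM gave 92.0% under 3-fold in cTECs, the largest shift among the alternatives, and 98.4% in mTECs.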

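Males and Cx males differed in 1518 of the 1813 DEGs of cTECs (83.7%) and in 2079 of the 2267 DEGs of mTECs (91.7%). Of these, 762 in cTECs and 1166 in mTECs were DEGs in that comparison alone. For males and females the corresponding numbers were 930 DEGs with 223 in that comparison alone in cTECs, and 530 with 51 in mTECs. A set of 671 genes in cTECs and 456 in mTECs were DEGs of males against both other groups, and 669 and 454 of them changed in the same direction in both. The percentage for cTECs fell furthest, to 57.3%, when each comparison was fitted on its 2 groups alone, a fit in which the DEGs between males and females rose to 1583. In mTECs the lowest percentage was 86.8%, with sample weights.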

Males and Cx males showed the greatest number of DEGs, with 1,184 (82%) and 1,622 (91%) DEGs in cTECs and mTECs, respectively. This result was striking since the sole physiological difference between these two groups is the level of androgens (Supplementary Figure S1a). Together with the relatively low number of DEGs in females vs. Cx males (Fig. 2a), these data indicate that androgens have a greater impact on TEC transcriptome than female sex hormones or the type of sex chromosomes. 

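Females and Cx males differed in 188 genes in cTECs, of which 36 were DEGs in no other comparison, and in 663 genes in mTECs, of which 114 were. The 3 pairwise counts in cTECs were thus 930 for males and females, 1518 for males and Cx males and 188 for females and Cx males. In mTECs they were 530, 2079 and 663. Females and Cx males differ in sex chromosomes, and Xist, Eif2s3y and Ddx3y led their comparison in both cell types. The 188 genes of cTECs varied most with the replicates kept. Leaving out 1 replicate at a time gave from 30 to 976 genes, the highest without Cx male replicate 3. In mTECs the same procedure gave from 104 to 786 genes. With the replicate block the counts for females and Cx males were 89 in cTECs and 706 in mTECs, and the deviations of same-numbered female and Cx male replicates had mean correlations of 0.0915 and -0.0373. In cTECs the 3 same-numbered pairs were at 0.0866 to 0.1008 and the 6 others at -0.1501 to 0.0852, so the lower count of 89 is not set aside. The Cx male cTECs had the largest spread between replicates. The groups shared 1 fit, so the median standard error was 0.145 in every cTEC comparison, against 0.1 for females and Cx males in mTECs. A small difference between females and Cx males was therefore harder to detect in cTECs than in mTECs. The equal standard error in cTECs comes from pooling groups of unequal spread. The SD of the log2 difference between 2 replicates was 0.686 to 1.057 in Cx males, against 0.352 to 0.475 in the other cTECs. With only the 2 compared groups in the fit, the count for females and Cx males fell. The low count in cTECs may thus partly reflect the spread of the Cx male replicates. From the large number of DEGs between males and Cx males and the small number between females and Cx males, the paper concludes that androgens influence the TEC transcriptome more than female sex hormones or sex chromosomes do.

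**Figure D2:**
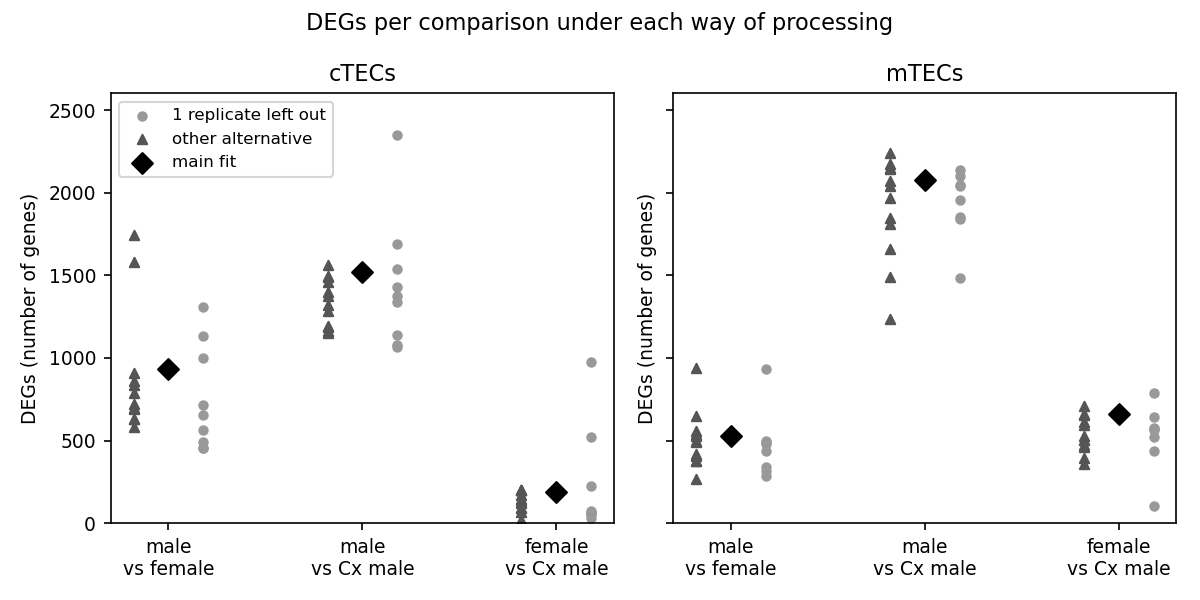
Number of DEGs (vertical axis) in each comparison (horizontal axis) in cTECs (left) and mTECs (right), for the main fit (diamonds), for the alternatives other than a fit without a fold-change minimum (triangles), and with 1 replicate left out (circles). In the main fit males and Cx males had 1518 DEGs in cTECs and 2079 in mTECs, the most of the 3 comparisons in each cell type.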

Previous studies on other types of somatic cells have shown that sexual dimorphism in gene expression is highly tissue-specific^24^,^25^. This was vividly illustrated by the fact that in various pairwise comparisons, we found that only 8 to 16% of DEGs were common to cTECs and mTECs (Fig. 2b).

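Between males and females, 145 of the 1315 DEGs of either cell type (11.0%) were common to cTECs and mTECs. Between males and Cx males 501 of 3096 (16.2%) were common, and between females and Cx males 47 of 804 (5.8%). The common DEGs changed in the same direction in both cell types for 144, 473 and 46 genes. A gene past the thresholds in 1 cell type and short of them in the other is not thereby shown to differ between them. Of the cTEC DEGs that were tested in mTECs, 82.2%, 82.6% and 86.8% in the 3 comparisons had a change of the same sign in mTECs. Of the mTEC DEGs tested in cTECs, 90.1%, 78.0% and 71.2% had the same sign in cTECs. A further 29.6%, 39.5% and 36.7% of the mTEC DEGs were not tested in cTECs, having no cTEC sample above 1 RPKM. For cTEC DEGs not tested in mTECs it was 4.7%, 5.4% and 3.2%. Untested genes count as not common in the percentages of common DEGs. When the difference between the effects in cTECs and mTECs was itself tested with limma across all 17 samples, 1129 of 15174 genes had a different effect of male against female at an adjusted p below 0.1. For males against Cx males 1145 genes did, and for females against Cx males 72. After scaling RPKM by the median ratio these counts were 402, 1053 and 31. Leaving out 1 replicate gave from 309 to 2467 genes for males against females. Among the DEGs of either cell type, 32.5%, 23.1% and 5.7% had such a different effect. The percentage common to males and Cx males moved most, to 24.5%, without a fold-change minimum, and that for females and Cx males was 1.6% when only the 2 compared groups were fitted. The paper takes the small percentage of common DEGs as an illustration that the effects of sex on gene expression are tissue-specific.

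**Figure D3:**
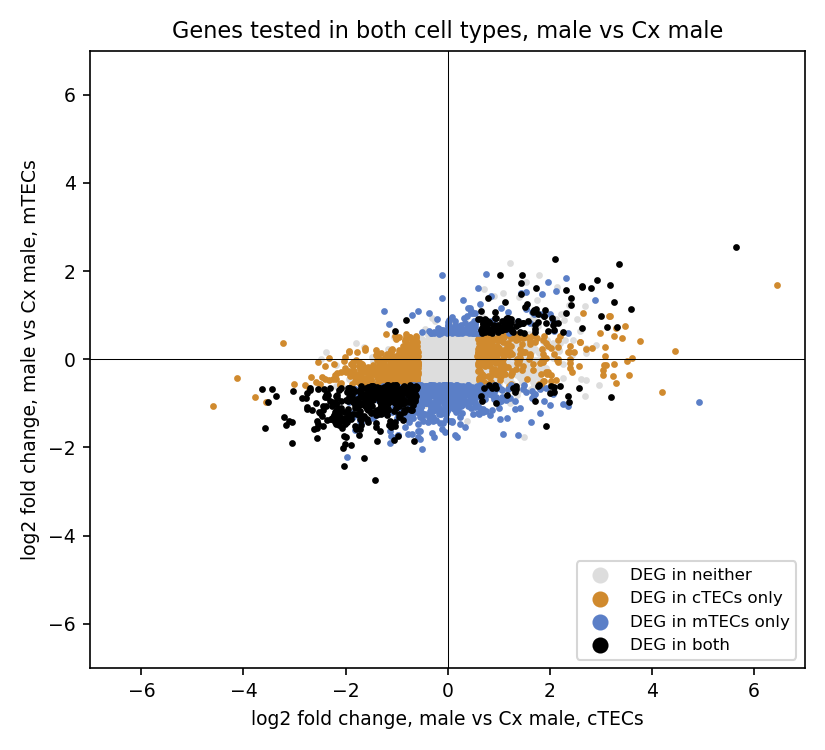
log2 fold change of males against Cx males in cTECs (horizontal axis) and mTECs (vertical axis) for the 12857 genes tested in both cell types, on the same scale, with 501 genes that were DEGs in both, 935 in cTECs only and 756 in mTECs only. The changes reach 6.455 in size in cTECs and 2.748 in mTECs.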

### Androgens inhibit cell death and cell differentiation in TECs

To better understand of the impact of sex hormones on TEC function, we performed a downstream effect analysis on our lists of DEGs using the Ingenuity Pathway Analysis software (IPA, Ingenuity® Systems, www.ingenuity.com). We used two metrics to identify the most important downstream effects of these DEGs: activation Z-score and p-value. Positive and negative Z-scores indicate increased and decreased functional activity, respectively. The p-value, calculated with the Fischer’s exact test, indicates the likelihood that the association between a set of DEGs and a biological function is significant. The complete list of biological processes regulated by DEGs can be found in Supplementary Figures S2 and S3. Of particular relevance in view of differences in TEC subsets depicted in Fig. 1, the following functional categories were highlighted as being differentially activated in the three experimental groups: cell death and survival and cell differentiation (Fig. 3). More specifically, IPA analysis predicted that, relative to the two other groups, male TECs would show i) less cell death (cTECs and mTECs) and ii) less cell differentiation (mTECs). Superior cTEC survival coupled to lessened differentiation of cTEC-phenotype progenitors into mTECs offer a plausible explanation for the higher numbers of cTECs observed in males (Fig. 1a).

We then sought to gain further mechanistic insights into processes regulated by sex hormones by analyzing relevant DEGs, i.e. genes whose differential expression was consistent with the predicted activation status in the three experimental groups (Fig. 4). 

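The expression of the genes drawn in Fig. 4 was summarised by the mean RPKM of the 3 groups. Of the 75 genes shown as decreasing cell death in cTECs, 73 had their highest mean in males, and for 57 every male sample was above every other sample. Of these 75, 28 were DEGs between males and females, 65 between males and Cx males, and 26 in both comparisons, with median log2 fold changes of 0.55 and 0.991. All 48 genes shown as increasing cell death had their lowest mean in male cTECs, 43 of them in every sample. They included 42 DEGs against females and 47 against Cx males, and their median log2 fold changes were -1.054 and -1.523. In mTECs, 129 of the 130 genes shown as increasing differentiation had their lowest mean in males, 71 of them in every sample, with 37 DEGs against females and 124 against Cx males. Of the 28 genes shown as decreasing differentiation, 27 had their highest mean in male mTECs, 23 of them in every sample, with 9 DEGs against females and 19 against Cx males. The genes had been chosen in the paper for their direction, so these counts describe the set and do not test it. Across the fits that each left out 1 replicate, from 119 to 122 of the genes in cTECs (121 in all samples) and from 152 to 156 of those in mTECs (156 in all samples) kept the direction of the figure. After scaling by the median ratio, 123 and 157 did. The paper drew these genes because their expression followed the predicted inhibition of cell death and of differentiation in male TECs.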

Genes were separated into activators or inhibitors of cell death or cell differentiation. The dataset related to cell death included DEGs associated with the following functional categories: cell death and survival, cellular growth and proliferation, and tissue development. Notably, *Pax9* and *Sgpl1*, which are known to regulate TEC survival and apoptosis^32^,^33^, were among DEGs linked to inhibition of cell death in male TECs (Fig. 4a). 

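Pax9, on chromosome 12 of mm10 from 56695639 to 56711230, was expressed in cTECs at 69.22 ± 2.12 RPKM in males, 51.90 ± 3.18 in females and 47.13 ± 7.67 in Cx males (SD, n = 3 each). Its log2 fold change was 0.416 against females (1.33-fold, adjusted p = 0.0429 from limma) and 0.566 against Cx males (1.48-fold, adjusted p = 0.0083), with a standard error of 0.109 in both. Every male sample was above every other sample, but neither change reached 1.5-fold, so Pax9 was not a DEG here. Sgpl1, on chromosome 10 from 61098642 to 61147665, was at 56.01 ± 2.26 RPKM in male, 142.88 ± 25.12 in female and 177.78 ± 65.52 in Cx male cTECs (SD, n = 3 each). Its log2 fold change was -1.336 against females (adjusted p = 0.0149) and -1.585 against Cx males (adjusted p = 0.0040), with a standard error of 0.255. With quantile normalization the log2 fold change of Pax9 against Cx males rose to 0.697, past the minimum, and without Cx male replicate 3 that of Sgpl1 was -1.942. The paper counts both genes, as regulators of TEC survival and apoptosis, among those linked to less cell death in male TECs.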

Furthermore, many genes known to regulate survival of different epithelial cell types are present in that list, including *Sgk1*, *Id1*, *Vdr*, *Bcl2l14*, *Dusp1*, *Bmx* and *Igfbp3* (mammary gland), *Pgf*, *Irf5*, *Pla2g4a* and *Pmepa1* (intestine), and *Hspa1a* (ovary)^34^,^35^,^36^. 

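All 12 of these genes were DEGs between male and Cx male cTECs, 5 of them higher and 7 lower in males, with fold changes from 1.53 to 9.03. Between males and females 9 were DEGs, 3 higher and 6 lower in males, from 1.64-fold to 4.28-fold, and Id1, Dusp1 and Bcl2l14 were not. The largest change was in Pgf, on chromosome 12 of mm10 from 85166639 to 85177313, with 25.04 ± 1.97 RPKM in male, 5.76 ± 0.13 in female and 2.78 ± 0.86 in Cx male cTECs (SD, n = 3 each). Its log2 fold change was 2.098 against females (adjusted p = 0.00093 from limma) and 3.174 against Cx males (adjusted p = 8.245e-05). Hspa1a, on chromosome 17, had 375.42 ± 18.39 RPKM in males, 179.53 ± 40.60 in females and 143.53 ± 56.10 in Cx males (SD, n = 3 each), log2 fold changes of 1.086 (adjusted p = 0.024) and 1.453 (adjusted p = 0.0043). Bmx, Irf5, Vdr, Pla2g4a, Igfbp3, Pmepa1 and Bcl2l14 were lower in males than in both other groups. Replacing the pseudocount by 1 RPKM reduced the log2 fold change of Pgf against Cx males to 2.811, and leaving out Cx male replicate 2 raised that of Hspa1a to 1.754. Among the 12 genes, the call lost most often was that of Bmx against females, in 11 of 22 alternatives.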

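Among the 15 members of these pathways, 8 were DEGs between male and female cTECs (4 higher and 4 lower in males, from 1.83-fold to 3.73-fold) and 13 between male and Cx male cTECs (8 higher and 5 lower in males, from 1.58-fold to 3.12-fold). The same 8 were DEGs in both comparisons. The heat shock genes were higher in males. Hspb1, for example, had 158.33 ± 21.81 RPKM in males, 84.43 ± 14.99 in females and 72.83 ± 9.31 in Cx males (SD, n = 3 each), log2 fold changes of 0.912 and 1.117 (adjusted p = 0.0088 and 0.0020 from limma). Of the p53 members, Rnd3, on chromosome 2, had 42.31 ± 1.53 RPKM in males, 21.40 ± 3.03 in females and 22.23 ± 2.74 in Cx males (SD, n = 3 each), log2 fold changes of 0.988 and 0.932. Igfbp3, Pmepa1 and Sgpl1 were lower in males against both groups. Pik3r1 (1.404-fold against females and 1.436-fold against Cx males) and Mcl1 (1.339-fold and 1.445-fold) stayed under the minimum fold change in both comparisons. Pdgfc and Fn1 were DEGs against Cx males only. The call of Pdgfc against Cx males, with samples that overlapped, was lost in 12 of 22 alternatives, and that of Fn1 in 0. The call of Hspa1b against females was also lost in 12 of 22. Leaving out Cx male replicate 3 shifted Pik3r1 most, to a log2 fold change of 0.776 against Cx males, where it was a DEG.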

Finally, several members of key pathways regulating cell survival/death were among sexually dimorphic genes: heat shock proteins (*Hspa1a*, *Hspa1b*, *Hspa2*, *Hspb1*) and members of the p53 (*Rnd3*, *Plk2*, *Sgpl1*, *Igfbp3*, *Pmepa1*), Pi3k/Akt (*Pik3r1*, *Pdgfc*, *Fn1*) and Fas/caspases pathways (*Mcl1*, *Hspa1b*, *Fn1*, *Bcl2l14*, *Lum*).

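Among the 14 genes named for differentiation, 11 were DEGs between male and Cx male mTECs, 10 lower and 1 (Atf3) higher in males, with fold changes from 1.67 to 2.33. Between male and female mTECs only Ccnd1 (1.51-fold higher in males) and Dsc1 (1.88-fold lower) were DEGs. By their means, 10 of the genes were lower and 4 were higher in males than in both other groups. Spp1, on chromosome 5 of mm10 from 104435111 to 104441053, had 9.83 ± 2.12 RPKM in males (SD, n = 3), 13.44 ± 3.25 in females (SD, n = 3) and 20.32 ± 1.41 in Cx males (SD, n = 2). Its log2 fold change was -1.06 against Cx males (adjusted p = 0.0056 from limma) and -0.442 against females (adjusted p = 0.212). Atf3, on chromosome 1, was at 432.78 ± 103.65 RPKM in males (SD, n = 3), 288.22 ± 6.61 in females (SD, n = 3) and 183.11 ± 25.80 in Cx males (SD, n = 2), a log2 fold change of 1.222 against Cx males (adjusted p = 0.0013). Notch3 (1.366-fold against Cx males) and Mir17hg (1.379-fold) were below the minimum fold change in both comparisons. Against females, the call of Dsc1 was lost in 8 of 21 alternatives and that of Ccnd1 in 4. Against Cx males the call lost most often was that of Dmbt1, in 5 of 21. With sample weights, the log2 fold change of Spp1 against females grew to -0.689 and it became a DEG. The paper proposes that these changes contribute to the inhibition of differentiation in male mTECs.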

On the other hand, many genes which are instrumental in differentiation of ectoderm-and endoderm-derived epithelia were differentially expressed and may therefore contribute to the inhibition of cell differentiation in male mTECs: *Elf5*, *Oxt*, *Dmbt1*, *Areg, Spp1* (mammary gland), *Kitl*, *Alox8*, *Dsc1*, *Atf3* (skin), *Notch3*, *Mir17hg* and *Foxa2* (lung epithelial cells), *Ccnd1*, *Cdkn2a* and *Dmbt1* (colon)^37^,^38^,^39^,^40^. In conclusion, IPA analysis provides a molecular framework that can explain why cell death and cell differentiation are inhibited in male TECs relative to female and Cx male TECs.

### Androgens impact on genes involved in thymopoiesis

IPA analysis of DEGs in the three experimental groups predicted that several functions linked to T-cell production were inhibited in male TECs. These functions included stimulation, homing and chemoattraction of lymphoid cells (Fig. 5a). DEGs involved in these functional categories included several cytokines, transcription factors and costimulatory molecules of prime relevance in thymopoiesis (Fig. 5b). 

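Of the genes drawn in Fig. 5b, 15 are shown as lowest in male cTECs, and all 15 had their lowest mean RPKM there, 10 of them with every male sample below every other sample. Of these, 10 were DEGs between males and females and 13 between males and Cx males, with 9 in both comparisons, and none was a DEG between females and Cx males. Their median log2 fold change was -1.011 for males against females, -1.131 for males against Cx males and -0.002 for females against Cx males. For the other 12 genes of the figure, 4 had the lowest mean in males, 3 of the 11 tested were DEGs between males and females, 6 between males and Cx males (all higher in males) and 7 between females and Cx males (all higher in females). Leaving out any 1 replicate kept all 15 genes lowest in males. The 15 genes were taken for this direction in a figure of the same data, so these counts describe them and do not test it. The paper relates these DEGs to predicted functions in the stimulation, homing and attraction of lymphoid cells.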

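Foxn1 lies on chromosome 11 of mm10 from 78358288 to 78386558. In cTECs its expression was 26.53 ± 0.48 RPKM in males, 53.67 ± 4.08 in females and 52.95 ± 14.25 in Cx males (SD, n = 3 each). The log2 fold change was -1.011 against females (2.016-fold, adjusted p = 0.0105 from limma) and -0.955 against Cx males (1.938-fold, adjusted p = 0.0068), with a standard error of 0.174 in both. Each male sample was below each female and each Cx male sample, the lowest Cx male sample having 36.64 RPKM. Without Cx male replicate 3, the most different of the Cx male samples for this gene, the log2 fold change against Cx males was -1.2, and quantile normalization brought that against females to -0.867.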

*Foxn1*, the key regulator of thymus development and maintenance^41^,^42^, was downregulated by ~2 fold in cTECs from males relative to females and Cx males. In accordance with this, expression of *Foxn1* targets *Ccl25*, *Dll4, Pax1* and *Kitl*^43^,^44^ was also lower in male cTECs. 

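Ccl25, on chromosome 8 of mm10 from 4325210 to 4360020, was expressed at 153.83 ± 5.31 RPKM in male, 359.77 ± 39.77 in female and 489.74 ± 241.95 in Cx male cTECs (SD, n = 3 each). Its log2 fold change was -1.22 against females (standard error 0.351, adjusted p = 0.058 from limma) and -1.506 against Cx males (adjusted p = 0.0188). Dll4, on chromosome 2 from 119325784 to 119335666, was at 5.47 ± 0.48 RPKM in male, 12.51 ± 0.43 in female and 13.51 ± 5.76 in Cx male cTECs (SD, n = 3 each). Its log2 fold change was -1.183 against females (standard error 0.284, adjusted p = 0.0329) and -1.185 against Cx males (adjusted p = 0.0213). For Pax1, on chromosome 2 from 147364994 to 147375048, the values were 157.32 ± 5.62 RPKM in male, 225.77 ± 7.63 in female and 257.88 ± 48.27 in Cx male cTECs (SD, n = 3 each). It was a DEG against Cx males (log2 fold change -0.695, standard error 0.126, adjusted p = 0.0068) and, at 1.435-fold, under the minimum against females. Kitl, on chromosome 10 from 100015824 to 100100412, had 23.14 ± 1.28 RPKM in male, 26.94 ± 2.61 in female and 36.55 ± 4.34 in Cx male cTECs (SD, n = 3 each). It was also a DEG against Cx males only (log2 fold change -0.652, adjusted p = 0.0040), and its change against females, -0.216 with an adjusted p of 0.222, did not meet the thresholds, and male and female samples overlapped. The call of Ccl25 against females was lost in 12 of 22 alternatives, among them RPKM scaled by the median ratio (log2 fold change -1.106), quantile normalization (-1.088) and leaving out any 1 of the 6 female and male samples, and that of Dll4 in 3 of 22. Without Cx male replicate 3 the log2 fold change of Ccl25 against Cx males went to -2.032. In mTECs the log2 fold change of Foxn1 was -0.045 against females and -0.081 against Cx males (adjusted p = 0.749 and 0.402 from limma). There Ccl25 was at -0.414 and -0.832, Dll4 at -0.578 and -0.645, Kitl at -0.313 and -0.819, and Pax1 at -0.018 and -0.244. Against Cx males, Ccl25, Dll4 and Kitl were thus lower in male mTECs without a similar change in Foxn1. For male cTECs, the paper reasons that lower expression of the targets accords with the lower expression of Foxn1.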

Other genes having a crucial role in thymocyte development^45^,^46^,^47^ were also downregulated in male cTECs: i) *Psmb11* (AKA *β5t*), a cTEC-specific proteasome subunit required for positive selection of CD8 thymocytes^48^, ii) *Ctsl*, a peptidase instrumental in the positive selection of CD4 thymocytes^49^ and iii) *Tnfrsf11a* (AKA RANK), the TNF family receptor necessary for mTEC maturation^50^. 

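Psmb11, on chromosome 14 of mm10 from 54625310 to 54629556, was expressed at 21.84 ± 0.89 RPKM in male, 56.61 ± 3.78 in female and 69.86 ± 34.28 in Cx male cTECs (SD, n = 3 each). The log2 fold change was -1.369 against females (standard error 0.338, adjusted p = 0.0355 from limma) and -1.515 against Cx males (adjusted p = 0.0158). Ctsl, on chromosome 13 from 64363214 to 64370306, had 754.26 ± 12.21 RPKM in male, 1428.60 ± 109.68 in female and 1692.05 ± 427.53 in Cx male cTECs (SD, n = 3 each), log2 fold changes of -0.919 (adjusted p = 0.0174) and -1.131 (adjusted p = 0.0042). Tnfrsf11a, on chromosome 1 from 105780723 to 105847981, was at 1.97 ± 0.24 RPKM in male, 3.45 ± 0.53 in female and 3.48 ± 0.74 in Cx male cTECs (SD, n = 3 each), a log2 fold change of -0.778 against each group (adjusted p = 0.0434 and 0.0294). For all 3 genes, the male samples lay below all other samples. Psmb11 moved most without Cx male replicate 3, to a log2 fold change of -2.027 against Cx males. Its call against females was lost in 3 of 22 alternatives. Tnfrsf11a, the least expressed, was no longer a DEG against females in 9 of 22 alternatives and against Cx males in 2, including a pseudocount of 1 RPKM in both (-0.582 and -0.584).

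**Figure D4:**
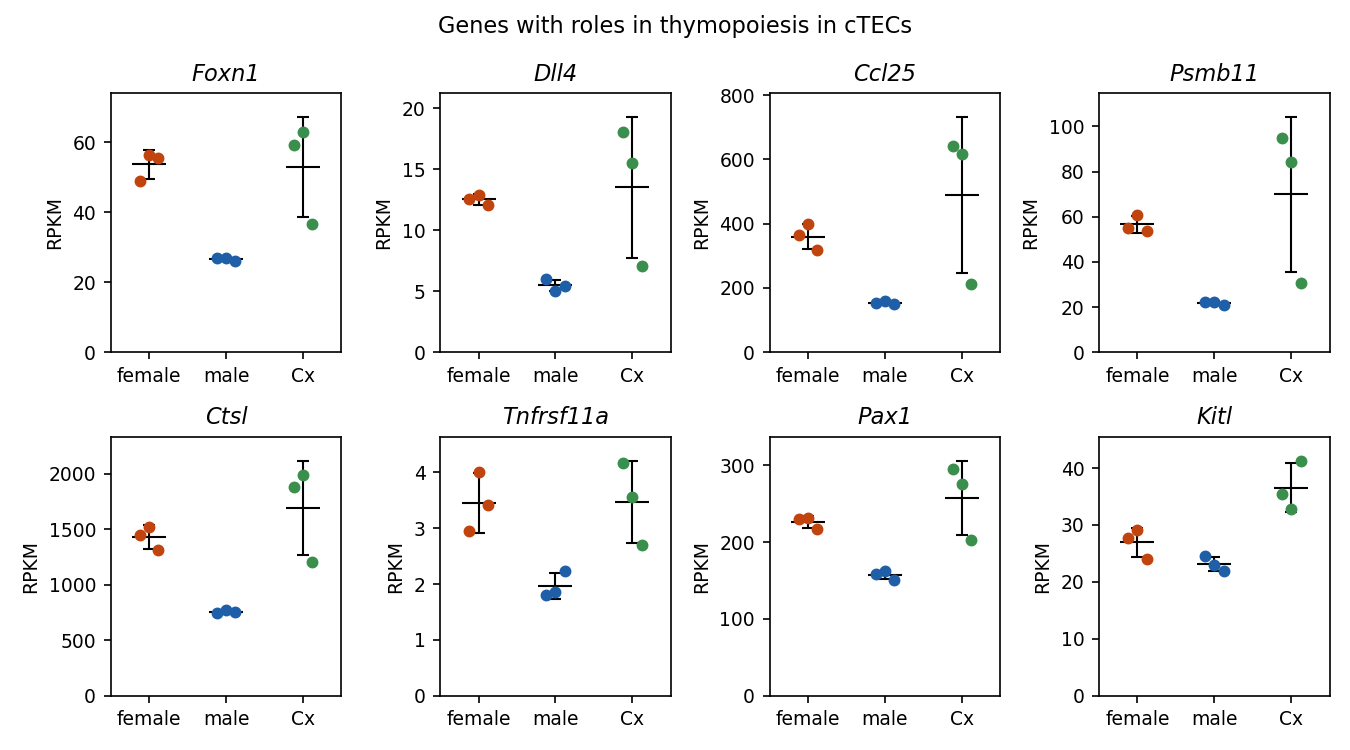
RPKM (vertical axes, from 0) of 8 genes with roles in thymopoiesis in the 3 replicates of female, male and Cx male cTECs (points), with the mean and SD of each group (lines). For Foxn1 the male mean is 26.53 RPKM against 53.67 in females and 52.95 in Cx males, and the Cx male samples spread more than those of the other groups, from 36.64 to 62.98 RPKM.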

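Taking the 8 named genes together (Foxn1, Ccl25, Dll4, Pax1, Kitl, Psmb11, Ctsl and Tnfrsf11a), all 8 had lower mean RPKM in male cTECs than in both other groups. As DEGs, all 8 were lower in males against Cx males, with fold changes from 1.57 to 2.86, and 6 were lower against females, from 1.71 to 2.58. The comparison with Cx males is the one in which the groups share their sex chromosomes and differ in castration at 4 weeks of age. After scaling RPKM by the median ratio, Kitl was no longer a DEG against Cx males (log2 fold change -0.553). The paper proposes that androgens act negatively on functions of TECs needed for thymopoiesis.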

Overall, these data suggest that androgens have a negative impact on TEC-mediated processes that are central to normal thymopoiesis.

### Cx males show increased promiscuous gene expression in mTECs

Induction of so-called “central tolerance” in the thymic medulla depends on ectopic expression of proteins otherwise restricted to differentiated organs in the periphery^51^. Collectively, mTECs express almost all protein-coding genes^52^,^53^ and can therefore induce tolerance to a wide array of tissue-restricted antigens (TRAs). Promiscuous gene expression by mTECs is therefore essential to induce tolerance to “extrathymic proteins”, and is regulated in part by the autoimmune regulator (AIRE). According to IPA analysis, several upstream regulators were differentially activated in mTECs from our three experimental groups (Fig. 6a). One of the top regulators was *Aire*, which was activated in mTECs from Cx males compared to males and females (Fig. 6a). This led us to evaluate expression of TRAs in mTECs from our three groups. We adopted the definition stipulating that TRA-coding genes are those that are tissue-enriched (*i.e.* expressed at relatively high levels) in at most five tissues^54^. Our definition of AIRE-dependent and –independent TRAs was based on RNA-seq analysis of mTECs from wild-type and *Aire*^*−/−*^ littermates^55^. 

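The lists of Aire-dependent and Aire-independent TRAs are not in the files analysed here, so the ratios could be computed only for all expressed genes, the reference boxes of Fig. 6b. Over the 14649 genes above 1 RPKM in at least 1 mTEC sample and expressed in both groups, the median ratio of Cx male to female mean RPKM was 1.071, with quartiles of 0.969 and 1.187, and 68.1% of genes were above 1. Computed for each Cx male sample alone, the median was between 1.061 and 1.075, with an SD of 0.01 (n = 2). The median ratio of female to male RPKM was 1.003 over 14652 genes, with quartiles of 0.943 and 1.104, and between 0.993 and 1.009 for the single female samples (SD 0.0077, n = 3). These medians depend on how samples are scaled to each other. RPKM scaled by the median ratio gave 1.009 for Cx males over females. The paper compares the TRA lists with ratios of this kind.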

We found that *Aire*-dependent TRAs were significantly upregulated in Cx males compared to females (red) and males (turquoise), whereas males and females showed no difference (orange, Fig. 6b). 

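For Cx males over males, the median ratio over 14648 expressed genes of mTECs was 1.074, with quartiles of 0.95 and 1.262, and 65.5% of genes were above 1. The single Cx male samples gave medians from 1.068 to 1.077 (SD 0.0059, n = 2). Including every gene with a mean above 0 in both groups raised the median to 1.115, while scaling by the median ratio moved it most, to 1.013. The paper reports higher expression of Aire-independent TRAs in Cx males than in males, with a smaller difference than for the Aire-dependent TRAs.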

Furthermore, Cx males expressed higher levels of *Aire*-independent TRAs than males, although the difference was less than for *Aire*-dependent TRAs (Fig. 6b). 

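Aire, on chromosome 10 of mm10 from 78030022 to 78043610, was expressed in mTECs at 176.66 ± 28.78 RPKM in females (SD, n = 3), 169.56 ± 38.59 in males (SD, n = 3) and 188.39 ± 31.49 in Cx males (SD, n = 2). The log2 fold change was -0.071 for males against females (standard error 0.174, adjusted p = 0.872 from limma), -0.167 for males against Cx males (standard error 0.195, adjusted p = 0.546) and -0.096 for females against Cx males (standard error 0.195, adjusted p = 0.766). An exact permutation test gave p = 0.8 in each comparison. The smallest p that it allows is 0.1 for males against females, and larger for the comparisons with 2 Cx male samples. All 3 differences were smaller than the spread between replicates.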

However, *Aire* expression was similar in the three experimental groups (Fig. 6c). 

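With each mTEC sample left out in turn, the log2 fold change of Aire lay between -0.2345 and 0.0971 for males against females, between -0.3382 and 0.0043 for males against Cx males, and between -0.2675 and 0.0750 for females against Cx males, so its sign depended on single samples. With the replicate block it was -0.2934 for males against Cx males and -0.2227 for females against Cx males, where the deviations of same-numbered mTEC replicates had a mean correlation of -0.022. With a standard error of 0.195 and 2 Cx male samples, differences in Aire of that size were not detectable. From the similar expression of Aire in the 3 groups, the paper reasons that Aire expression is not the source of the difference in TRAs.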

These data indicate that the differential abundance of TRAs was not due to differential expression of *Aire*. In addition, they argue against the possibility that Cx males might have a higher proportion of mature mTECs than other groups, since mTEC maturity correlates with *Aire* expression. We therefore conclude that sex hormones directly or indirectly repress the promiscuous gene expression of *Aire*-dependent and –independent TRAs, without affecting the expression of *Aire* itself.

## Discussion

The present work shows that sex hormones have pervasive effects on the transcriptome of TECs: the number of DEGs was 1,440 in cTECs and 1,783 in mTECs (Fig. 2a). Studies on adipocytes as well as brain, liver and muscle cells revealed that sex-related changes in gene expression were highly tissue-specific^24^,^25^. It is remarkable that the same holds true in cells that are as closely related, ontogenetically, as cTECs and mTECs. Indeed, the overlap between cTEC DEGs and mTEC DEGs in various pairwise comparisons was only about 12% (Fig. 2b). This means that the sex differences are exquisitely context dependent.

Sexual dimorphism was particularly conspicuous in cTECs where it was mainly regulated by the levels of testicular androgens. Androgens induced an accumulation of cTECs that were hypoproliferative and presented features suggestive of functional impairment. The low proliferation rate of male TECs can be explained by a low expression of *Foxn1* and its main targets, which are required for both fetal and adult thymopoiesis^41^. In adult mice, minor variations in the expression or function of *Foxn1* directly impact on thymic cellularity^42^,^56^. Interestingly, thymic cellularity (i.e., number of thymocytes) correlated with TEC proliferation (higher in females) (Fig. 1e) but not with cTEC or total TEC numbers (higher in males) (Fig. 1a,e). This observation is consistent with the fact that thymic output in human adults (number of signal-joint T cell receptor excision circles/T cell) is higher in females than males^13^. In addition, numerous genes that are instrumental in thymocyte development were repressed in male cTECs (Fig. 5). These DEGs included genes driving thymocyte expansion (e.g., *Dll4*) and positive selection (*Psmb11* and *Ctsl*) and whose repression can certainly impinge on thymopoietic activity^22^.

But if cTECs proliferate more in females than males, why are they less abundant in females? Our IPA analyses suggest that cTEC accumulation in males results from enhanced survival coupled to impairment of cell differentiation (Fig. 4). Given the large numbers of relevant DEGs, direct evaluation of the role of individual genes would require numerous gain-and loss-of-function experiments. Finally, is there any rationale for the superior proliferative potential of female over male cTECs? Our favorite hypothesis is that evolution has favored high cTEC renewal potential in females because of the constraints imposed by pregnancy. Pregnancy causes a major, though transient, TEC-dependent thymic involution which is instrumental in enhancing reproductive fitness^17^,^57^. This process is progesterone-dependent, and transplantation of a progesterone receptor null thymus in wild-type female mice impairs fertility. Relative to recipients of a wild-type thymus, mice grafted with a progesterone receptor null thymus have smaller litters and higher numbers of resorbing embryos^57^. We therefore speculate that a high cTEC renewal potential allows females to withstand pregnancy-associated thymic involution and regain adequate thymic function rapidly in the postpartum period.

Unexpectedly, we found that both female and male sex hormones repressed promiscuous gene expression in mTECs. Both AIRE-dependent and –independent TRAs were expressed at higher levels in Cx males than in females and males. Hence, while sex hormones did not affect the expression of *Aire* per se, they must impinge on the activity of AIRE cofactors or unidentified regulator(s) of promiscuous gene expression in mTECs. Is this effect biologically significant? We speculate that, at least for the *Aire*-dependent TRAs, lower TRA expression in adult is probably not biologically important under physiological conditions. Indeed, Aire-controlled mechanisms of central tolerance are largely dispensable in the adult^58^. However, we hypothesize that the effect of sex hormones on TRA expression may be highly relevant in the context of allogeneic hematopoietic cell transplantation (AHCT) in adults. Indeed, following AHCT, donor hematopoietic progenitors must undergo a second round of ontogeny in the recipient’s thymus, in the presence of sex hormones if the recipient is an adult. During this period, the occurrence of graft-versus-host disease in many recipients leads to loss of AIRE^+^ mTECs and thereby to generation of autoreactive T cells^59^. By extension, our data would suggest that sex hormones might have a negative impact on the establishment of graft-host tolerance and might explain why post-AHCT autoimmunity [i.e., chronic graft-versus-host disease^59^] is much more common in adults than children^60^. If this were the case, pharmacological antagonists of sex hormones could mitigate the risk of chronic graft-versus-host disease, which remains the unrelenting nemesis of patients and physicians involved in AHCT^60^,^61^.

The sexual dimorphism of TECs highlighted here may be mechanistically linked to the well-recognized sex differences in susceptibility to infections and tissue-specific and systemic autoimmune diseases^4^. While these complex issues may be tackled from different perspectives, our next objective will be to investigate whether the sexual dimorphism of cTECs impacts on the diversity of the T-cell repertoire.

## Methods

### Mice

C57BL/6 mice, B6.Cg-*Gt(ROSA)26Sor*^tm1(rtTA*M2)Jae^/J and STOCK Tg(tetO-HIST1H2BJ/GFP)47Efu/J mice purchased from The Jackson Laboratory (Bar Harbor) were bred and housed under specific-pathogen-free conditions in sterile ventilated racks at the Institute for Research in Immunology and Cancer. For H2B-GFP pulse-chase experiments, doxycyline was incorporated in food (2 g/kg) (Hartlan Laboratories) or in drinking water (2 mg/ml of doxycycline supplemented with 5% sucrose) (Sigma Aldrich)^20^. The pulse period lasted for six weeks and was initiated at 4–6 weeks of age. All procedures were in accordance with the Canadian Council on Animal Care guidelines and approved by the Comité de Déontologie et Expérimentation Animale de l’Université de Montréal.

### Castration

Four week-old male mice were anesthetized and a small incision in the scrotal region was made to expose the testes. Testes were tied off with suture thread and removed.

### Flow cytometry analysis and sorting

Enrichment of thymic stromal cells was performed as previously described^52^,^62^. Thymic stromal cells were stained with biotinylated Ulex Europaeus Lectin 1 (UEA1; Vector Laboratories) and PE-Cy7 or PE-TexasRed conjugated streptavidin (BD Biosciences) and the following antibodies: i) AlexaFluor-700 anti-CD45 from BD Biosciences, ii) AlexaFluor-647 anti-Ly51 and APC-Cy7 anti-EpCAM from BioLegend. Staining with 7-AAD and PE conjugated anti-Ki-67 (BD Biosciences) was used to assess cell viability and the proportion of cycling cells. TECs were selected as CD45^−^EpCAM^+^, and mTECs and cTECs were defined as UEA-1^+^Ly51^−^ and UEA-1^−^Ly51^+^, respectively. Intranuclear staining of Ki-67 was performed using the Foxp3/Transcription Factor Staining Buffer Set (Affymetrix eBiosciences). For flow cytometry analyses, each group contained 4–8 mice per time point. Live cTECs and mTECs were sorted on a three laser FACSAria or analyzed on a three laser LSR II using FACSDiva (BD Biosciences) and FlowJo VX.0.7(FlowJo Enterprise) softwares.

### RNA sequencing experiments

We analyzed the transcriptome of six populations of TECs: cTECs and mTECs from males, females and Cx males. We obtained three biological replicates from each TEC population, except for Cx male mTECs where we had 2 biological replicates. 

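The shortened Supplementary Table S1 lists 1999 genes with a column of values for each of the 17 replicates. In each column, all 1999 genes had the RPKM of 1 of the deposited samples, so that every column could be matched to its sample. The Cx male mTEC replicates are numbered 1 and 2 in the table and 1 and 3 in the labels of the deposited data.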

Hence, in toto, we analyzed 17 biological replicates (Supplementary Table S1). Each biological replicate contained pooled FACs-sorted cTECs or mTECS from four to six mice. Total RNA was isolated using Trizol^TM^ as recommended by the manufacturer (Invitrogen), and then further purified using RNeasy Micro columns (Qiagen). Sample quality was assessed using Bioanalyzer RNA Pico chips (Agilent). Transcriptome libraries were made using the TruSeq RNA Sample Prep Kit (v2) (Illumina) following the manufacturer’s protocols. Library generation was then assessed using a Bioanalyzer platform (Agilent) and Illumina MiSeq-QC run. Then, sequencing was done using an Illumina HiSeq2000 using TruSeq SBS v3 chemistry at the Institute for Research in Immunology and Cancer’s Genomics Platform. Cluster density was targeted at around 800 k clusters/mm^2^. Data was mapped to the Mus musculus (mm10) reference genome using the ELANDv2 alignment tool from the CASAVA 1.8.2 software (Illumina). RNA-seq data have been deposited in GEO archives (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE66873 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66873) and are displayed in Supplementary Table S1. Analyses of RNA sequencing data were performed using the publicly available statistical software package “R” (http://www.r-project.org/). Differentially expressed genes (DEGs) were determined with the DESeq package from Bioconductor (http://bioconductor.org/), using thresholds of adjusted p-value of 0.1 and a minimal fold change of 1.5. To remove genes that were lowly expressed in our analysis, we further filtered the DEGs to only keep genes that had at least one sample with a relative expression higher than 1 read per kilobase of exon model per million reads mapped (RPKM). Enrichment of biological functions and predicted upstream regulators were assessed using the IPA software (Ingenuity Systems, http://www.ingenuity.com).

### Statistical analyses

Unless stated otherwise, results are expressed as means ± SD, statistical significance was tested using Student unpaired two-tailed t test, and differences with a *p* value < 0.05 were considered significant. Significant differences in the percentages of Ki-67+ cells were assessed using a one-way ANOVA and a Newman-Keuls post-hoc test. The half-life of GFP^+^ cells were calculated using a one-phase decay nonlinear regression analysis and significance was assessed using an extra sum-of-squares F test. Correlations were calculated using Pearson’s correlation test. All statistical analyses were performed with GraphPad Prism software V5.01.

## Additional Information

**How to cite this article**: Dumont-Lagacé, M. *et al.* Sex hormones have pervasive effects on thymic epithelial cells. *Sci. Rep.* **5**, 12895; doi: 10.1038/srep12895 (2015).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
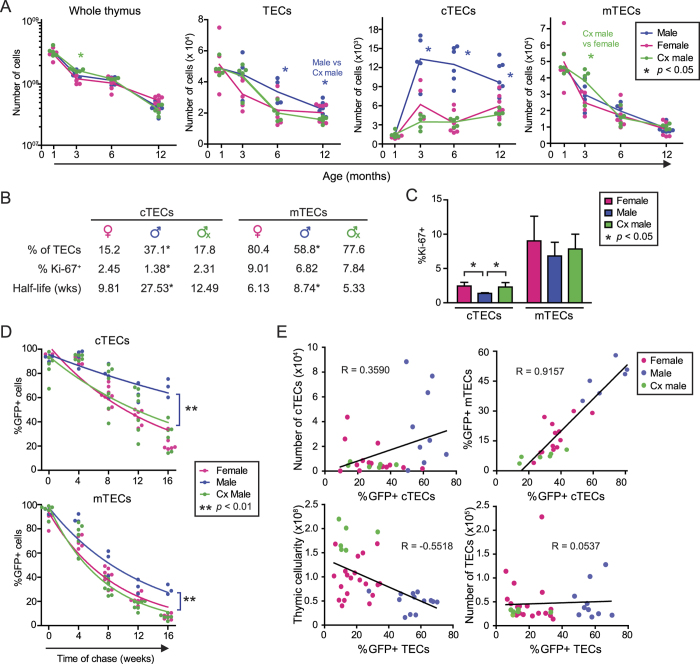
Male mice show an accumulation of cTECs with age that is not due to enhanced cell proliferation. (**a**) Thymic cell populations in mice aged from 1 to 12 months. The gating strategy is depicted in Supplementary Figure S1c. (**b**) Percentage of TEC populations in 6 month-old mice, mean percentage of Ki-67^+^ cells at 4–5 months of age, and half-life (in weeks) of H2B-GFP^+^ TECs calculated using one phase decay nonlinear regression. (**c**) Percentages of Ki-67^+^ TECs in 4 to 5 month-old mice. (**d**) H2B-GFP dilution in adult mice during a chase period of 16 weeks. (**e**) Correlation (Pearson) between different features of TEC populations in 6 month-old mice. Each dot represents onemouse.

**Figure 2:**
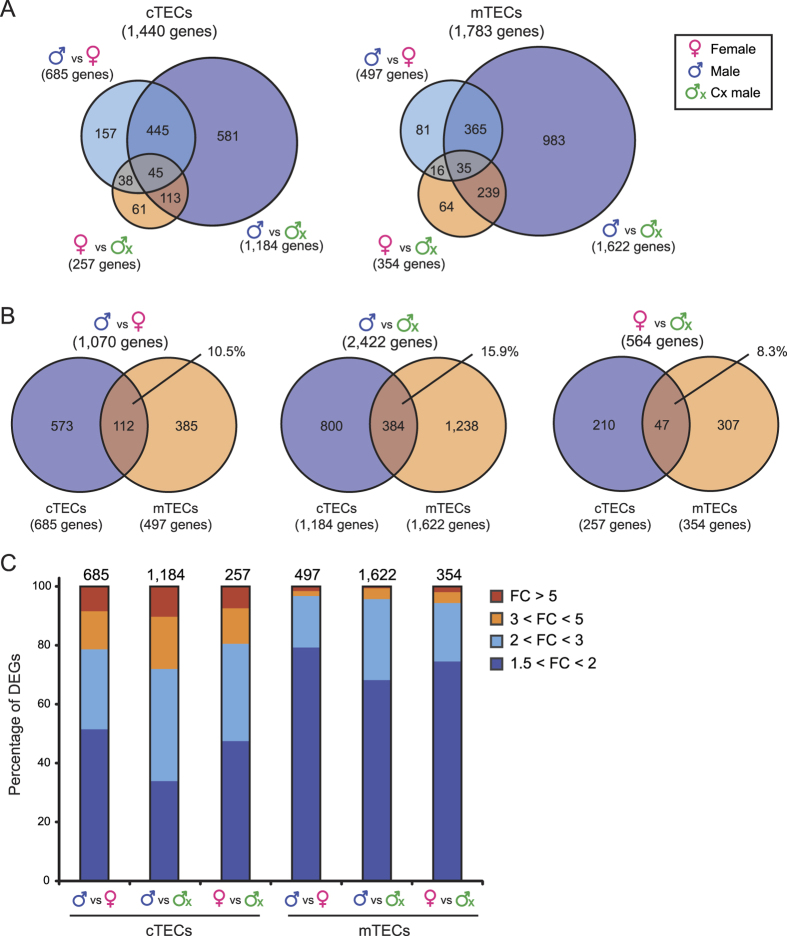
Transcriptomic signatures of cTECs and mTECs in 6 month-old male, female and Cx male mice. (**a**) Venn diagram representation of DEGs in cTECs and mTECs from the three experimental groups. (**b**) Overlap between DEGs in cTECs and mTECs. (**c**) Percentages of DEGs for selected thresholds of mRNA expression fold-change (FC). Numbers of DEGs are indicated above bars.

**Figure 3:**
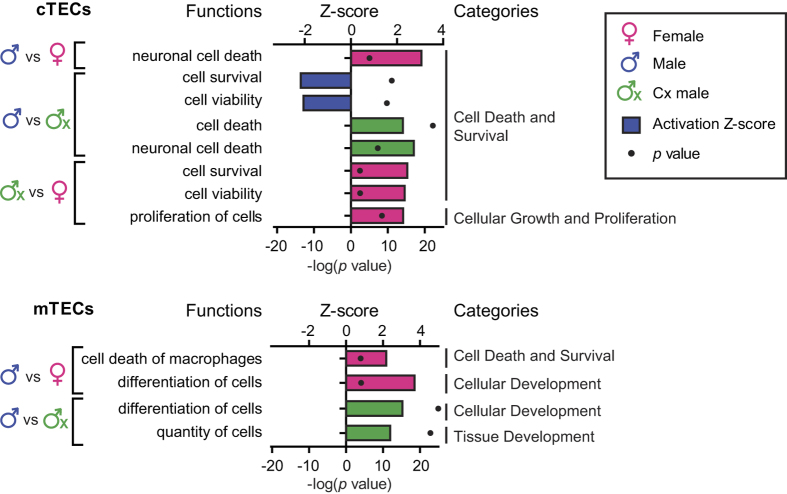
IPA analysis of DEGs in cTECs and mTECs. IPA analysis of DEGs predicts decreased cell death and cell differentiation in males. Activation Z-scores are depicted with bars, whereas p values are shown with black dots. The color of bars shows in which group a given process is activated (e.g., blue = males). All functions represented on the graph were significantly enriched (p < 0.05).

**Figure 4:**
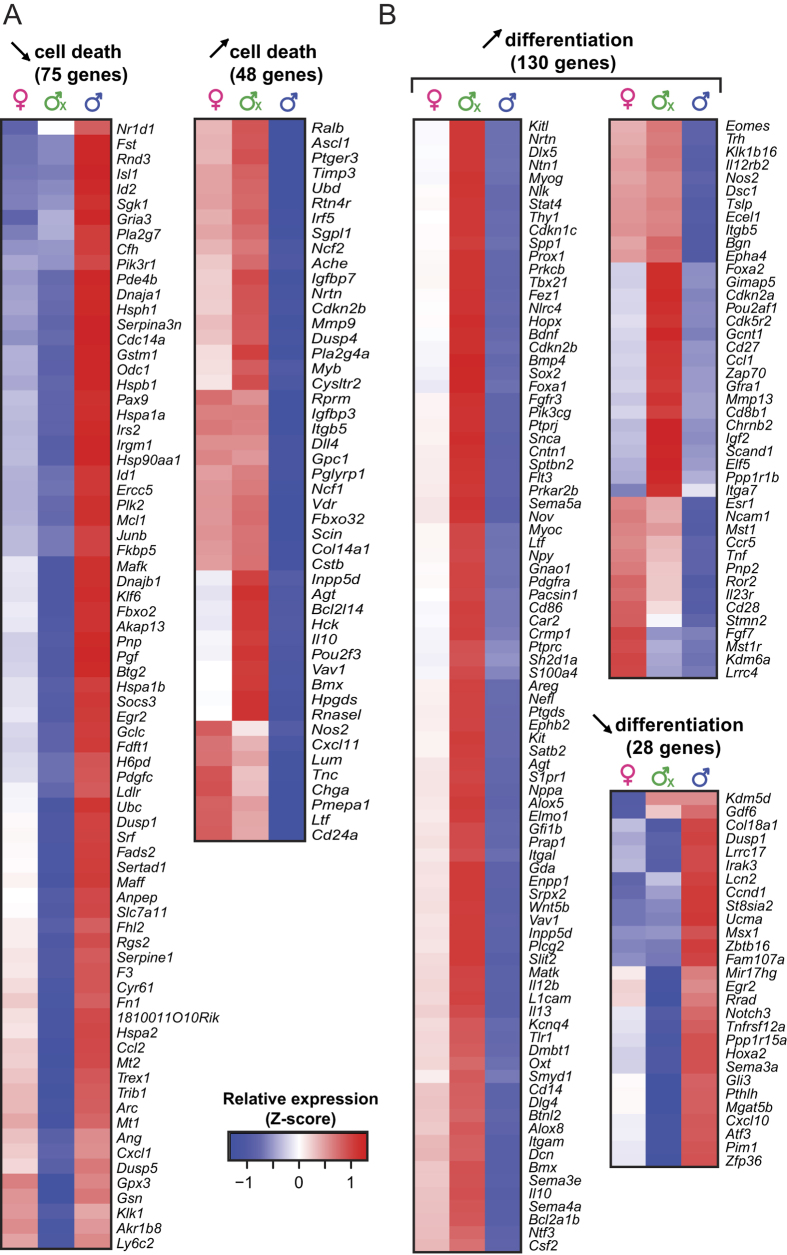
Relative expression of genes contributing to the inhibition of cell death and cell differentiation in male TECs. (**a**) Relative expression of genes that affect cell death in cTECs. (**b**) Relative expression of genes that affect cell differentiation in mTECs. Relative gene expression is depicted as a Z-score, calculated separately for cTECs and mTECs. Red corresponds to higher expression, whereas blue corresponds to lower expression.

**Figure 5:**
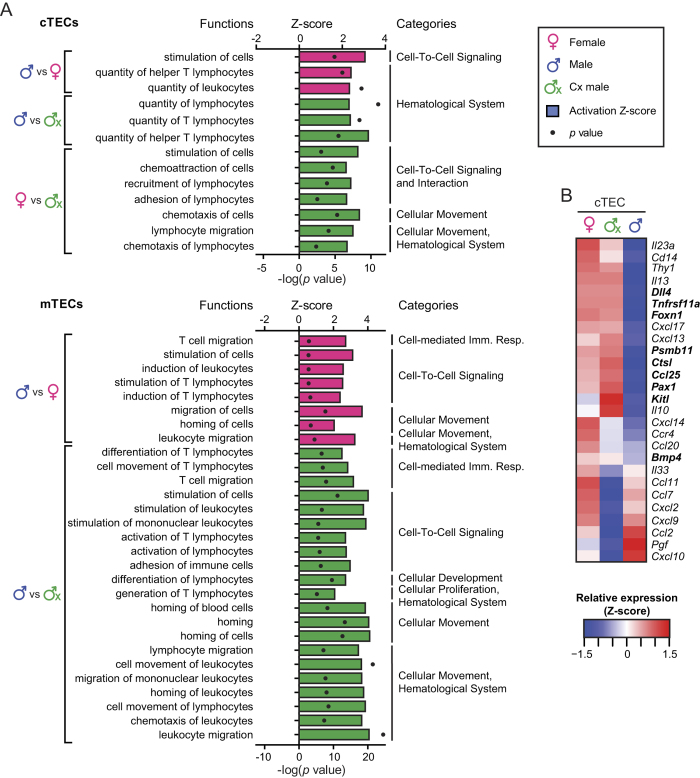
Several TEC genes involved in thymopoiesis are downregulated in male TECs. (**a**) IPA analysis of DEGs predicts differential activation of biological functions related to homing, stimulation of cells, chemotaxis and production of T lymphocytes. Activation Z-score is depicted with bars, whereas p values are shown with black dots. The color of bars shows in which group a given process is activated (e.g., green = Cx males). All functions represented on the graph are significantly enriched (p < 0.05). (**b**) Heatmaps of relative cTEC expression of IPA-discovered genes that may affect thymopoiesis. Genes that have well-characterized functions in the thymus are highlighted in bold. The gene expression is depicted as a Z-score, calculated separately for each cell type. Red corresponds to higher expression, whereas blue corresponds to lower expression.

**Figure 6:**
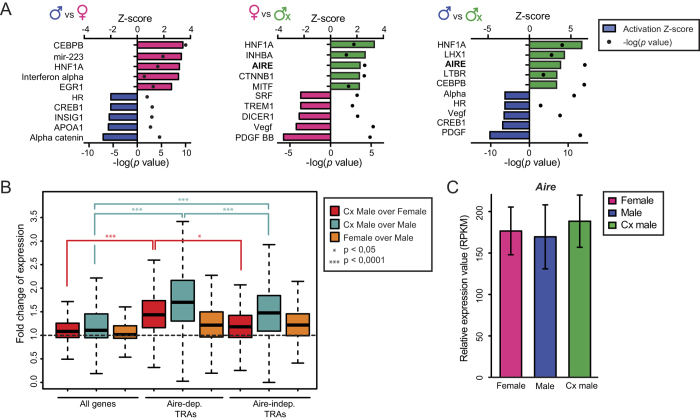
Cx males show higher expression of TRAs. (**a**) Ten most activated upstream regulators predicted by IPA analysis of mTECs DEGs in female vs male (left), in Cx male vs female (center) and in Cx male vs male (right, all predicted activators shown are significant p < 0.05). The color of bars shows in which group a given upstream regulator is activated (e.g., blue = males). (**b**) Fold-difference in expression of all genes, *Aire*-dependent TRAs and *Aire*-independent TRAs in mTECs. The gene expression ratio (log2 RPKM) of Cx male over female is depicted in red, of Cx male over male in turquoise and of female over male in orange. (**c**) Relative expression of *Aire* in mTECs (RPKM).

How the deposited data were processed for this re-analysis (not part of the article)

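RNA-seq of 6 populations was analysed, cTECs and mTECs of females, males and Cx males at 6 months of age, with 17 samples in all, 9 of cTECs and 8 of mTECs. Each sample was a pool of cells sorted from several mice. According to the Methods, the authors prepared TruSeq v2 libraries, sequenced them on a HiSeq2000 and aligned the reads with ELANDv2 in CASAVA to mm10. The authors deposited, for each sample, a list of 23063 genes with their mm10 coordinates and RPKM, that is reads on the exons of a gene relative to their length and to the number of mapped reads, with no further scaling between samples. The authors deposited a second value per gene, a whole-number signal without a header, which was taken to be the coverage, the sum of aligned bases over the gene. This reading is inferred. Values of the signal pile up at and just under multiples of 100, and within a gene RPKM was proportional to it across samples to within 0.000512%. The gene annotation and the read length are not stated in the paper or its supplement. Of 21430 symbols with 1 gene in a mouse GRCm38 annotation, 99.58% overlapped that gene at the coordinates of the files, so the files' own coordinates are given in the text.

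Depth was measured as the summed coverage, between 4.447 and 6.279 Gb per sample, which is 44.5 to 62.8 M reads if each read has 100 bases. The 100 most covered genes took 14.95% to 18.78% of the bases. No 2 samples held the same values, with at most 3 expressed genes having equal RPKM in any pair of replicates. Precision is given in the text as the SD between replicates and as the standard error of the log2 fold change, whose median was 0.145 in cTECs and between 0.089 and 0.1 in mTECs. The Cx male cTEC samples were the least similar to each other, and the Cx male mTECs had only 2 replicates.

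Read counts were not in the files analysed here, so the DESeq test that the authors used on counts was not repeated. Genes above 1 RPKM in at least 1 sample of a cell type were kept (13378 in cTECs and 14653 in mTECs). Their log2(RPKM + 0.1) were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a variance trend), with the 3 groups of a cell type in 1 fit and without a block. Contrasts were male against female, male against Cx male and female against Cx male. DEGs had a Benjamini-Hochberg adjusted p below 0.1 and a fold change of at least 1.5 (0.585 on the log2 scale). The adjustment covered the genes of 1 contrast at a time. Because 0.1 RPKM is added before taking logs, fold changes of genes with little expression are smaller than the ratio of their RPKM. To compare cell types, the difference between the effects in cTECs and mTECs was tested in 1 limma fit of all 17 samples over 15174 genes. That fit treated the samples as independent. Aire was also tested with an exact permutation test. Group ratios over all genes of mTECs were computed from mean RPKM without a test, since genes are not independent replicates. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

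The procedure was tested on simulated data with 200 genes changed in males in each cell type, drawn separately for cTECs and mTECs. The planted changes exceeded the median fold changes of the DEGs found here and lay in genes with a mean above 5 RPKM. The noise of a gene had the same spread in every group of a cell type. Rates on these data therefore do not carry over to smaller changes, less expressed genes or the unequal spread of the cTEC groups. In the comparisons with males, 98% to 100% of the changed genes were recovered and 1% to 6.2% of the genes called were false. Between females and Cx males, where no gene was changed, 0 genes were called in cTECs and 1 in mTECs. The test of the difference between cell types recovered 96.4% and 96.7% of changed genes, with 14.7% and 11.9% false calls, more than the 10% that an adjusted p of 0.1 allows.

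Genes named in the text were chosen by a rule set before the processed files arrived. They are every gene that the paper's Results name as differentially expressed, in the comparisons the Results discuss, the gene sets of Fig. 4 and Fig. 5b as counts with their direction, and in each of the 6 comparisons the 3 genes with the largest log2 fold change in size among DEGs whose samples did not overlap between groups. Alternatives set at the same time were pseudocounts of 1 and 0.01 RPKM, the expression filter applied after the test, a mean above 1 RPKM in the compared groups (the wording of the Results, where the Methods ask for at least 1 sample above 1 RPKM), only the 2 compared groups in the fit, a block for the replicate number, sample weights, RPKM scaled by the median ratio, quantile normalization, no variance trend, an adjusted p below 0.05, no minimum fold change, and each replicate left out in turn. A fit of limma-voom on reads estimated from the coverage was added after seeing the data. For every count of DEGs, other splits of the same samples were tested, all 10 splits for 3 samples against 3 and for 3 against 2, and 100 drawn splits for the union of comparisons in cTECs and for the difference between cell types.

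The results from Ingenuity Pathway Analysis, the lists of TRAs, flow cytometry and hormone measurements were left out, because their data are not in the files analysed here.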

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

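The effect of sex or castration differed between cTECs and mTECs for many genes when that difference was tested itself. It differed for 1129 of 15174 genes between males and females, for 1145 between males and Cx males and for 72 between females and Cx males (limma, adjusted p below 0.1). On simulated data the same test made 14.7% and 11.9% false calls. The test also treats cTEC and mTEC samples as independent, although same-numbered samples of a group deviated together, with a mean correlation of 0.135. For the first of these counts, 9 of 100 drawn splits of the samples, the real one included, gave as many genes. Of the other 8 splits, 7 kept the real grouping in exactly 1 cell type and 1 exchanged the sexes in 1 cell type, while none of the 81 splits that kept it in neither did, with at most 1 gene. A split that keeps the grouping in only 1 cell type makes a difference between cell types itself, and one that keeps it in neither mixes the sexes in both, so these splits do not settle whether the effect differs between the cell types. The other contrasts include Cx male mTECs, with 2 samples, and were not given this test.

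Technical explanations were weighed for these counts with predictions written after the counts were known. Scaling between libraries may account for part of them. After scaling RPKM by the median ratio the counts were 402 for males and females, 1053 for males and Cx males and 31 for females and Cx males, so the first and the last fell by more than 1.5 times. Gene length bias was tested by removing each sample's trend on gene length, which left 434 genes for males and females. That is more than 1.5 times below 1129, but close to the 402 left by scaling alone. The criterion for length was changed, after the values were seen, from the unscaled count to the count after scaling, and length and scaling cannot be separated fully, since removing the trend also centres each sample. Log2 fold changes of males against females in cTECs were related to gene length across genes (Spearman's rho 0.227; genes are not independent replicates), against 0.043 in mTECs. Detection was tested because Cx male cTECs had the fewest genes above 0 RPKM. Among the 7547 genes above 5 RPKM in every sample, 7.1% differed between cell types for males and Cx males, close to the 7.55% of all genes, but only 0.2% for females and Cx males, against 0.47%. Thus scaling and gene length, which cannot be separated fully, remain as explanations for the count of males and females. Scaling and detection remain for that of females and Cx males. Removing the trend on length left 28 genes there, close to the 31 left by scaling alone, so length is not excluded there either. The count of males and Cx males withstood the tests of scaling and detection. It moved in both directions when single replicates were left out, up to 3597 without cTEC Cx male replicate 3. With only the 2 compared groups in the fit it fell. A different response of the cell types to androgens is a hypothesis for the count of males and Cx males. Splits of the samples were not tested for it. For gene length no prediction was written, though 1205 genes were left after removing the trend. RNA of other cells is not excluded. Between males and Cx males, 10 fibroblast and endothelial genes had a median log2 fold change of 0.884 in cTECs (8 higher in males). In mTECs it was -0.449 (7 lower in males).

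Among the 8 genes named for thymopoiesis and Bmp4, 7 of 18 differences between cell types were flagged, for 4 genes whose expression was lower in male cTECs. The effect in cTECs minus the effect in mTECs was, for males against females, -0.9661 for Foxn1 (adjusted p = 0.02396 from limma), -0.9399 for Ctsl (adjusted p = 0.0498), -0.8436 for Tnfrsf11a (adjusted p = 0.03996) and -0.503 for Pax1 (adjusted p = 0.09576). For males against Cx males it was -0.8738 for Foxn1 (adjusted p = 0.03728), -1.235 for Ctsl (adjusted p = 0.01628) and -0.8069 for Tnfrsf11a (adjusted p = 0.05279). For these 7 differences the log2 fold changes in mTECs were between -0.081 and 0.104. Pax1 against Cx males, which was not flagged, was at -0.2436 in mTECs. In cTECs every male sample was below every female and Cx male sample for all 4 genes. Scaling between libraries was tested after the values were seen, and 4 of the 7 differences kept an adjusted p below 0.1, those of Foxn1 in both comparisons and those of Ctsl and Tnfrsf11a against Cx males. The rule set for this test was that at least 50% should remain, which 4 of 7 barely meets. A lower share of cTECs in the male sorted cells could also lower such genes. By a prediction made before the values were seen, genes at least 4 times higher in cTECs than in mTECs would then fall together, but the median log2 fold change of the 224 such genes between male and female cTECs was -0.035, with quartiles of -0.503 and 0.402. Against Cx males the median of the same genes was -0.214, in the direction of a lower share of cTECs, so that explanation is not excluded there. In male cTECs, the 633 genes at least 4 times higher in mTECs had median log2 fold changes of -0.71 against females and -0.449 against Cx males. The make-up of the sorted cTECs may therefore differ between the groups, and its effect on the 4 genes was not tested. Over 29 alternatives, the difference against females was lost in 0 for Foxn1, 5 for Tnfrsf11a, 7 for Ctsl and 21 for Pax1. Against Cx males it was lost in 3 for Foxn1, 10 for Tnfrsf11a and 1 for Ctsl. An effect of androgens on these genes in cTECs alone is left as a hypothesis for Foxn1. It is only tentative for Ctsl and Tnfrsf11a, whose differences held after scaling only against Cx males. Not every technical explanation was tested.

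A signal of chromosome Y genes appeared in female replicate 3 of the mTECs, which the paper does not discuss. The 4 genes Ddx3y, Eif2s3y, Kdm5d and Uty were there at a median of 3.62% of their level in males and Cx males. The single values were 3.71%, 3.54%, 3.24% and 4.1%, while no gene exceeded 0.55% in any other female sample. Both explanations were tested with predictions written after the signal was seen. The largest of the 4 percentages was 1.27 times the smallest, which is what male cells, male RNA or reads assigned to the wrong library would give, and these cannot be told apart with the files. Xist in this sample was at 100.5% of its mean in the other female mTEC samples, which speaks against a mislabelled sample. No biological explanation was tested. Without this replicate the DEGs between male and female mTECs went from 530 to 285, and those between female and Cx male mTECs from 663 to 571.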

How the results depend on the processing

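Of 27 headline results, 3 were counted as the same under every alternative. They are the numbers of genes of Fig. 4a, Fig. 4b and Fig. 5b with the direction drawn there. These 3 were run only with group medians, with RPKM scaled by the median ratio and with each replicate left out. Their genes were taken for that direction in figures of the same data. With 1 replicate left out, that of Fig. 4a still ran from 119 to 122 (121 in all samples). That of Fig. 4b ran from 152 to 156 (156 in all samples), and that of Fig. 5b stayed at 15. Of 117 results for single genes, 65 were counted as the same under every alternative. Among 2584 rows for single genes under an alternative, 2366 were the same, 158 became weaker, 58 became stronger and 2 reversed. Leaving out a replicate accounts for 87 of the weaker and 12 of the stronger rows. The fit of limma-voom on estimated reads and the alternatives for the genes of Fig. 5b were chosen after seeing the data. The interaction counts have no minimum fold change, so dropping it does not apply to them.

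Dropping the minimum fold change admits the many small changes. DEGs in cTECs then numbered 2324 for males and females, 3363 for males and Cx males, 406 for females and Cx males and 4234 in all, and in mTECs 1338, 5747, 2887 and 6383. The percentage found between males and Cx males was 79.4 in cTECs and 90 in mTECs, that under 3-fold 89.8 and 98.5, and that common to both cell types for males and Cx males 24.5.

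A pseudocount of 1 RPKM shrinks the changes of genes with little expression. In mTECs it left 266 DEGs between males and females, 1233 between males and Cx males, 358 between females and Cx males and 1372 in all. The percentage between males and Cx males became 81.7 in cTECs and 89.9 in mTECs, that under 3-fold 92.0 and 98.4, and that common for females and Cx males 8.7. A pseudocount of 0.01 RPKM widens the same changes and gave 74.3% and 93.8% under 3-fold and 140 genes with a different effect in the cell types for females and Cx males.

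Filters on expression change which lowly expressed genes enter. With the filter after the test, the percentage between males and Cx males was 86.1 in cTECs and 93.0 in mTECs, that under 3-fold in cTECs 74.0, that common for males and Cx males 14.8, and 110 genes had a different effect for females and Cx males. With a mean above 1 RPKM, cTECs had 125 DEGs between females and Cx males and 85.8% between males and Cx males. The percentage under 3-fold was then 79.7 in cTECs and 96.4 in mTECs, and that common 9.1 for males and females and 13.7 for males and Cx males.

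How the spread is estimated mattered most in cTECs, where Cx male replicates differ more than the others. With only the 2 compared groups in the fit, males and females had 1583 DEGs and females and Cx males 17. The percentage between males and Cx males became 57.3 in cTECs and 93.1 in mTECs, and that under 3-fold in cTECs 79.4. The common percentage became 14.1 for males and Cx males and 1.6 for females and Cx males, and the interaction counts 3787, 431 and 0 in the order males and females, males and Cx males, females and Cx males. Sample weights, which were lowest for the Cx male cTECs, gave 1746 DEGs between male and female cTECs, 94 between female and Cx male cTECs and 940 between male and female mTECs. The percentage between males and Cx males was then 66.6 in cTECs and 86.8 in mTECs, that under 3-fold in cTECs 78.4, that common 16.7 for males and females and 3.9 for females and Cx males, and 4554 genes had a different effect for males and females. Without the variance trend, 86.5% of DEGs in cTECs were between males and Cx males, 4.0% were common for females and Cx males, and the interaction counts were 731 for males and females and 132 for females and Cx males.

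A block for the replicate number left 89 DEGs between female and Cx male cTECs, 85.6% between males and Cx males in cTECs and 93.0% in mTECs, 3.9% common for females and Cx males, and 47 genes with a different effect for females and Cx males. Same-numbered replicates had mean correlations of 0.039 in cTECs and -0.022 in mTECs, but those of female and Cx male cTECs were at 0.0866 to 0.1008, above their 6 other pairs, so the count of 89 cannot be set aside. Same-numbered cTEC and mTEC samples of a group did deviate together, with a mean correlation of 0.135.

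Scaling between libraries changes every fold change of a comparison by about the same amount. With RPKM scaled by the median ratio, 86.1% of DEGs in cTECs were between males and Cx males, 8.5% were common for females and Cx males, and the interaction counts were 402 for males and females and 31 for females and Cx males. The median ratios in mTECs became 1.009 for Cx males over females and 1.013 for Cx males over males. Quantile normalization gave 85.8% in cTECs and 87.4% in mTECs between males and Cx males, 74.4% under 3-fold in cTECs, 8.3% common for females and Cx males, and 368 and 24 genes with a different effect. It also reversed Elf5 in mTECs, males against females, to 0.1184, a gene near 1 RPKM. For the ratios, all genes with a mean above 0 gave 1.09 for Cx males over females, 1.115 for Cx males over males and 1.016 for females over males, and genes above 1 RPKM in every sample gave 1.061 and 1.056 for the first 2.

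An adjusted p below 0.05 removes the weaker calls. It left 70 DEGs between female and Cx male cTECs, 395 between female and Cx male mTECs, and 443, 589 and 25 genes with a different effect. The percentage between males and Cx males became 87.3 in cTECs and 93.4 in mTECs, that under 3-fold in cTECs 74.4, and that common for males and Cx males 14.4. With limma-voom on estimated reads, males and females had 583 DEGs in cTECs, 94.1% of calls in mTECs were under 3-fold, 9.3% were common for males and females and 13.7% for males and Cx males, and 312 genes had a different effect for males and females.

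Leaving out 1 replicate in turn gave, in the 9 fits of cTECs, from 456 to 1307 DEGs between males and females, from 1069 to 2349 between males and Cx males, from 30 to 976 between females and Cx males and from 1187 to 2845 in all, with 75.7% to 91.3% between males and Cx males and 72.2% to 80.0% under 3-fold. In the 8 fits of mTECs there were from 285 to 931 DEGs between males and females and from 104 to 786 between females and Cx males, with 89.8% to 92.8% between males and Cx males and 91.9% to 95.2% under 3-fold. Over all 17 fits, the common percentage ran from 7.9 to 12.0 for males and females, from 13.0 to 17.7 for males and Cx males and from 2.1 to 8.1 for females and Cx males. The genes with a different effect numbered from 309 to 2467, from 252 to 3597 and from 4 to 1933. The median ratios ran from 1.06 to 1.075 for Cx males over females, from 1.065 to 1.085 for Cx males over males and from 0.9951 to 1.012 for females over males. The log2 fold change of Aire ran from -0.2345 to 0.09714 for males against females, from -0.3382 to 0.004319 for males against Cx males and from -0.2675 to 0.07502 for females against Cx males. It was reversed for males against females without female replicate 2 (0.01854) or male replicate 1 (0.09714), for males against Cx males without male replicate 1 (0.0009101) or Cx male replicate 1 (0.004319), and for females against Cx males without female replicate 1 (0.0446) or Cx male replicate 1 (0.07502). For Elf5, males against females, it ran from -0.1533 to 0.03481, reversed without mTEC female replicate 2 (0.03481). All samples have at least 4.447 Gb of aligned bases. The depth was not varied, so its limit on the counts was not compared with that of the replicate numbers.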

Differences from the paper's values

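Between female and Cx male mTECs, 663 genes were DEGs, against the paper's number of about 350 in Fig. 2a, read by eye. Among the alternatives set before the files arrived, those that bring the count within 1.5 times the paper's are a pseudocount of 1 RPKM (358), an adjusted p below 0.05 (395), leaving out female replicate 1 (438), a mean above 1 RPKM in the compared groups (462), RPKM scaled by the median ratio (473), only the 2 compared groups in the fit (503), quantile normalization (505), leaving out Cx male replicate 3 (523) and the expression filter after the test (525). Those that do not are a pseudocount of 0.01 RPKM (663), the replicate block (706), sample weights (593), no variance trend (611), no minimum fold change (2887), and leaving out female replicate 2 (786), female replicate 3 (571), male replicate 1 (644), male replicate 2 (578), male replicate 3 (564) or Cx male replicate 1 (104).

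The paper names Pax9 as a DEG of cTECs, while its fold change was 1.334 against females and 1.48 against Cx males, under the minimum of 1.5. Pik3r1 (1.404 and 1.436) and Mcl1 (1.339 and 1.445) are named as differing between the sexes in cTECs and stayed under the minimum in both comparisons, and so did Notch3 (1.173 and 1.366) and Mir17hg (1.103 and 1.379), named for mTECs. The paper gives lower expression of Pax1 and Kitl in male cTECs. Against females their fold changes were 1.435 and 1.161, so neither was a DEG in that comparison, though both means were lower in males.

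Several settings bring such genes past the thresholds. Without a minimum fold change, Pax9, Mcl1, Pik3r1, Notch3 and Mir17hg are past the adjusted p in the comparison with Cx males, Pax9 and Mcl1 also in that with females, and Pax1 in that with females. In the comparison with Cx males, Pax9, Mcl1 and Pik3r1 became DEGs with RPKM scaled by the median ratio (log2 fold changes of 0.6653, 0.6304 and 0.6219), with quantile normalization (0.697, 0.645 and 0.6271) and without Cx male replicate 3 (0.6906, 0.6171 and 0.7758). Pik3r1 also did with sample weights (0.6365) and, against females, with scaling (0.6032) and quantile normalization (0.6317). Mir17hg did with quantile normalization (0.7567). The limma-voom fit, which was chosen after seeing the values, made Pax9 (0.6189) and Mcl1 (0.585) DEGs against Cx males. No setting made Kitl a DEG against females or, with the minimum fold change, Notch3 a DEG.

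Among the genes drawn in Fig. 4, 4 did not have the direction of their column in the mean RPKM. Akr1b8 (4.57 RPKM in females and 4.42 in males) and Gpx3 (197.44 in females and 190.68 in males) were not highest in male cTECs. Itga7 was not lowest in male mTECs (0.86 RPKM in females and 1.02 in males), and Kdm5d was not highest there (5.51 RPKM in males and 5.65 in Cx males). With RPKM scaled by the median ratio, all 123 genes of cTECs and 157 genes of mTECs, all but 1, had the direction of their column. With 1 replicate left out, up to 122 genes in cTECs and 156 in mTECs did.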

Other observations

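Other splits of the samples were used to see how many DEGs a grouping that mixes the compared groups gives. In cTECs, 1 of the 10 splits of the samples, the real one, gave as many DEGs in each of the 3 comparisons, and no other split gave any DEG. In mTECs it was again 1 of the 10 splits in each comparison, with at most 7 DEGs between males and females, 0 between males and Cx males and 1 between females and Cx males in the other splits. With 10 splits the share cannot go below 0.1. Each of the other splits mixes samples of the compared groups, so a real difference between them adds to the spread. Few DEGs can then be called, and these splits do not show how many would arise without a difference. For the union of the comparisons in cTECs, 1 of 100 drawn splits, the real one, gave as many DEGs as the 1813 found, and the largest other count was 1687.

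Males and Cx males had more DEGs than males and females in cTECs, 1.63 times as many, and the Cx male cTEC libraries had the fewest genes above 0 RPKM. By a prediction written before the values were seen, fewer genes detected in the Cx male cTEC libraries would remove this excess among well expressed genes. Among the 7994 genes above 5 RPKM in every cTEC sample there were 495 and 329 DEGs, a ratio of 1.5, so limited detection is an unlikely explanation. The excess itself depends on the fit. With only the 2 compared groups fitted, the DEGs between males and females rose. Males and Cx males then differed in 57.3% of all DEGs of cTECs, against 83.7%, so the excess was not shown to hold there. Gene length bias was tested for the DEGs between male and female cTECs, after their number was known. Removing each sample's trend on length left 652 DEGs, within 1.5 times of the 692 left by scaling by the median ratio alone and of the 930 without either.

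Leukocyte genes were higher in Cx male than in male mTECs. The list of 18 markers was written before the test. All 18 were higher, with a median log2 fold change of 0.623 and a largest of 1.259, past the value of 0.58 that had been predicted, before the values were seen, for leukocytes in the sorted cells. RNA of leukocytes is therefore a candidate source of part of the difference between male and Cx male mTECs, and that pattern is not read as a response of mTECs. In cTECs the same markers were lower in males than in females, with a median log2 fold change of -1.082 and 17 of 18 genes lower. RNA of leukocytes is therefore not excluded as part of that difference either. Between male and Cx male cTECs the pattern was weaker and mixed, with a median of -0.264, 11 genes lower and 7 higher in males.

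Immediate early and heat shock genes were higher in males than in Cx males. All 23 genes of a list written before the test were higher in male than in Cx male cTECs, with a median log2 fold change of 1.243 and 20 DEGs. By a prediction made before the values were seen, stress of the dissociation shared by all cells of a pool would shift the list in mTECs too. All 23 were higher in male mTECs as well, with a median log2 fold change of 0.679 and 14 DEGs. Females were also above Cx males, for 23 of the 23 genes in cTECs (median log2 fold change 0.481) and 21 in mTECs (0.271), with 2 and 3 DEGs. An effect of androgens alone does not predict this order of females and Cx males, while a difference in how long or how the pools were handled could give it. Neither is excluded as a part of the change between males and Cx males. Several genes of the list, such as Hspa1a, Hspb1 and Atf3, are among those the paper discusses. Of the 75 genes of Fig. 4a drawn as highest in male cTECs, 10 are in the list. In a test designed after seeing these values, the 75 genes had a median log2 fold change of 0.425 between male and Cx male mTECs, below the 0.58 set for a shared shift, against 0.991 in cTECs, and 58 were higher in male mTECs. Outside the list the median in mTECs was 0.375. The list itself was smaller in mTECs (0.679) than in cTECs (1.243), so a set changed by stress alone could also stay below 0.58, and the test does not tell how much of the change stress accounts for.

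Genes confined to mTECs, with at most 0.1 RPKM in every cTEC sample and a mean of at least 0.5 RPKM in mTECs, were higher in Cx male mTECs. Of these 531 genes, 95.7% were higher in Cx males than in males, against 64.5% of the other genes, and their median log2 fold change exceeded that of the other genes by 0.565. The excess was 0.317 for Cx males over females and 0.2 for females over males. All 179 DEGs among them between males and Cx males were lower in males. A nonlinear difference between libraries was tested after the pattern was seen, and after quantile normalization the excess was still 0.307. An effect of 1 Cx male library was tested with a prediction made before. The lower of the Cx male libraries exceeded the highest of the male libraries by 0.405. Scaling between libraries cannot change a difference of medians and was not tested. Repression by androgens of genes that only mTECs express is a hypothesis that remains, but RNA of leukocytes, which was also higher in Cx male mTECs, was not excluded as a source, and the paper's TRA lists were not in the files analysed here.

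Samples of the same group and replicate number in cTECs and mTECs deviated from their group means together. Their mean correlation across genes was 0.135 over 8 pairs, from 0.0417 to 0.4312, against -0.067 for the 16 pairs with different numbers. Deviations from a group mean cancel within the group, so the second value largely follows from the first and is no separate baseline. Of 216 assignments of the numbers within the groups, a share of 0.0046 gave a mean as high, the smallest they can give, in a test chosen after the correlations were seen. A candidate explanation is that cTECs and mTECs of a number came from the same pool of mice. The fit of the difference between cell types treats these samples as independent.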
